# Urinary exosomal miRNA-663a shows variable expression in diabetic kidney disease patients with or without proteinuria

**DOI:** 10.1038/s41598-022-26558-4

**Published:** 2023-03-18

**Authors:** Nisha Sinha, Veena Puri, Vivek Kumar, Ritambhra Nada, Ashu Rastogi, Vivekanand Jha, Sanjeev Puri

**Keywords:** Computational biology and bioinformatics, Nephrology

## Abstract

Heterogeneity in the Diabetic Kidney Disease (DKD) diagnosis makes its rational therapeutics challenging. Although albuminuria characterizes DKD, reports also indicate its prevalence among non-proteinuric. Recent understanding of disease progression has thus inclined the focus on proximal tubular cell damage besides the glomeruli. A non-invasive approach exploiting exosomal miRNA derived from human kidney proximal tubular cell line was, hence, targeted. Upon miRNA profiling, three miRNAs, namely, hsa-miR-155-5p, hsa-miR-28-3p, and hsa-miR-425-5p were found to be significantly upregulated, while hsa-miR-663a was downregulated under diabetic conditions. Among these, hsa-miR-663a downregulation was more pronounced in non-proteinuric than proteinuric DKD subjects and was thus selected for the bioinformatics study. Ingenuity Pathway Analysis (IPA) narrowed on to IL-8 signaling and inflammatory response as the most enriched ‘canonical pathway’ and ‘disease pathway’ respectively, during DKD. Further, the putative gene network generated from these enriched pathways revealed experimentally induced diabetes, renal tubular injury, and decreased levels of albumin as part of mapping under ‘disease and function’. Genes target predictions and annotations by IPA reiterated miR-663a’s role in the pathogenesis of DKD following tubular injury. Overall, the observations might offer an indirect reflection of the underlying mechanism between patients who develop proteinuria and non-proteinuria.

## Introduction

The frequency of type 2 diabetes mellitus (T2DM) is rising at an alarming rate. It is predicted by the Institute for Alternative Futures, that the number of diabetics will increase by 54% between 2015 and 2030^1^. Almost one-third of type 2 diabetics end up suffering from diabetic kidney disease (DKD) which is characterized by progressively increasing proteinuria followed by a gradual decline in glomerular filtration rate (GFR) and is often detectable in the advanced stages of DKD. A proportion of patients also show GFR decline without proteinuria, the so-called non-proteinuric DKD (NPDKD)^2^. In an Italian multicentric Renal Insufficiency And Cardiovascular Events study, 56.6% of all the Type 2 diabetics with renal impairment were normoalbuminuric, 30.8% were moderately albuminuric and 12.6% were severely increased albuminuric^3^. Moreover, possible effects of other factors including cholesterol emboli, interstitial fibrosis, etc. in renal function loss cannot be ruled out. Further, at times, kidney function deterioration precedes proteinuria^4^. Hence, a need exists for the identification of biomarkers reflecting the early effects of disease during the development and progression.

MicroRNAs (miRNAs) are non-coding RNAs that translationally repress or degrade RNA by binding to the 3’ untranslated region of the mRNA. Their presence in the urine makes them an ideal candidate for diagnosing DKD early^5^. There are several kinds of extracellular vesicles (EVs) in urine, with exosomes being the best characterized^6^. Exosomes are 20–100 nm-sized vesicles formed by the fusion of multivesicular bodies with the plasma membrane and carry protein and/or nucleic acid cargo of renal dysfunction or structural injury^7^. Since exosomal miRNAs are protected from endogenous RNase, their stability is superior to free urinary miRNAs^6^. Moreover, according to Kamal et al. exosomal miRNAs are most commonly used for biomarker studies over non-exosomal miRNAs^8^. Growing evidence suggested the importance of urinary exosomes (UEs) in DKD pathogenesis^9–11^. Though these have been explored as a biomarker for DKD, a puzzle still exists to differentiate non-proteinuric from proteinuric DKD. Nowak et al. study showed that the progression of DKD in the absence of proteinuria was associated with renal tubular injury, as seen in the cases of non-proteinuric patients who have more significant tubulointerstitial fibrosis and atrophy than patients with proteinuria. His study also concluded that the proximal tubular injury developed early in DKD and contributed to the progression of the disease^12^.

In this study, therefore, we first identified the dysregulated miRNAs from proximal tubular cells (PTC)-derived exosomes involved in DKD by miRNA profiling. The targeted miRNAs were then validated under in vitro conditions followed by their expression analysis in the UEs of DKD subjects with varying degrees of albuminuria. The miR-663a was the only miRNA to be differentially expressed between non-proteinuric and proteinuric DKD. The target genes retrieved by various bioinformatics tools for enriched canonical pathways were analyzed by Ingenuity Pathway Analysis (IPA) software. The genes from these pathways were constructed into a topological network, which when overlaid with the ‘diseases and functions’ module revealed endocrine system disorders, renal tubular injury, and decreased levels of albumin as relevant functions during DKD. Overall, these findings identified miR-663a as a novel molecule involved in segregating proteinuric from non-proteinuric DKD.

## Methods

### Study definitions, setting, and subjects

Patients attending the outpatient clinics in the Department of Nephrology and Endocrinology at the Postgraduate Institute of Medical Education and Research (PGIMER), Chandigarh, India were screened for enrollment after due approval from PGIMER (PGIMER; PGI/IEC/2014/517).  All the methods and the experiments were carried out in accordance with relevant guidelines and regulations. T2DM was defined as the diagnosis of Type 2 diabetes mellitus as per the prevailing American Diabetes Association (ADA) definition. Chronic kidney disease (CKD) was defined as either CKD Epidemiology Collaboration (CKD-EPI) estimated GFR (eGFR) < 60 ml/min/1.73m^2^ or 24-h urine protein excretion ≥ 150 mg for at least 3 months. In patients with T2DM and CKD, diagnosis of DKD was based on the attending clinician’s judgment and exclusion of non-diabetic causes of CKD. Proteinuric DKD in patients with diabetes mellitus and CKD was defined as CKD-EPI eGFR < 60 ml/min/1.73m^2^ and 24-h urine protein excretion of ≥ 500 mg. Non-proteinuric DKD in patients with diabetes mellitus and CKD was defined as CKD-EPI eGFR < 60 ml/min/1.73m^2^ and 24-h urine protein excretion of < 500 mg. Prospective living kidney donors were defined as healthy if they had eGFR ≥ 60 ml/min/1.73m^2^, 24-h urine protein excretion < 150 mg, and no co-morbidities based on pre-transplant screening protocol. This protocol included clinical details, blood, and urine investigations, and imaging of the kidneys and urinary tract. Written informed consent was obtained from the recruited patients and healthy volunteers after explaining the details about the aim of the study, the extent of their involvement, the benefits and risks involved, and freedom of choice of participation in the study.

The inclusion criteria included age between 18 and 65 years, non-smoking status, and belonging to one of the following four categories: 1) patients with type 2 diabetes mellitus but without chronic kidney disease (T2DM), 2) patients with type 2 diabetes mellitus and proteinuric DKD (PDKD), 3) patients with type 2 diabetes mellitus and non-proteinuric DKD (NPDKD), and 4) healthy prospective living kidney donors (HC).

Exclusion criteria were the presence of any micro- or macrovascular complication in patients with the diagnosis of diabetes mellitus but without CKD, history or diagnosis of nephrolithiasis or urinary tract stones or any other kidney disease, present or past urinary tract infections, present or past diagnosis of malignancy, or life expectancy < 12 months or unstable clinical course over last 3 months as judged by treating physician.

Each participant's demographic and clinical details were recorded. Blood and urine biochemistry measurements were done on the AU5800 Clinical Chemistry Analyzer (Beckman Coulter, USA). Serum creatinine was measured by Modified Jaffe’s assay traceable to IDMS standards (total precision < 6% coefficient of variation). The urine protein was determined by pyrogallol red dye-based colorimetric assay (total precision < 5% coefficient of variation).

### Exosome isolation

Exosome isolation was divided into two phases- in vitro (from human kidney PTC, HK-2 cells) and in vivo (from human urine). The most common way to isolate exosomes from samples is to centrifuge them at high speed for at least 70 min at 100,000 to 200,000 × g^13^. Therefore, based on the studies performed by most of the researchers the following low and high-speed centrifugation was carried out for isolating exosomes.

HK-2 cells were procured from the American Type Culture Collection (ATCC, CRL 2190). HK-2 cells were cultivated in Keratinocyte Serum-Free Media (Gibco, USA) supplemented with epidermal growth factor (5 ng/ml) (Gibco, USA) and bovine pituitary extract (0.05 mg/ml) (Gibco, USA) as growth factors followed by 1% penicillin–streptomycin (MP Biomedicals, USA). They were treated with low glucose (LG; 5 mM) and high glucose (HG; 30 mM) for 96 h. Exosomes were isolated from these cells as described by Valadi et al*.*^14^ with minor modification. Briefly, the conditioned media (90 ml) was passed through two series of centrifugation-500 × g for 10 min followed by 16,500 × g for 30 min at 4 °C. The supernatant was centrifuged at high speed at 1,20,000 × g for 70 min at 4 °C. The pellet dissolved in PBS was filtered through a 0.1 µm syringe filter (EMD Millipore, USA) and washed with PBS at 1,20, 000 × g for 70 min at 4 °C. The pellet was resuspended in PBS with a protease inhibitor cocktail (PI) (1.67 ml of 100 mM sodium azide, 2.5 ml of 10 mM Phenylmethylsulphonyl fluoride (PMSF), 50 µl of 1 mM leupeptin for 50 ml of fluid) and stored at − 80 °C until use.

For the in vivo study, the second-morning mid-stream urine sample (100 ml) was collected from all the subjects in a sterile urine container with a PI cocktail and stored at − 80 °C until further use. To reduce variability between subjects based on diurnal patterns, second-morning urine collected from large bladder residues was used instead of first-morning urine^15^. Exosomes were isolated from urine as described by Patricia et al*.*^16^. Briefly, on the removal of urine samples from − 80 °C, they were vortexed extensively followed by centrifugation at 17,000 × g for 15 min at 4 °C. The supernatant was collected, and the pellet was resuspended in an isolation solution (250 mM sucrose, 10 mM Tri-ethanolamine, pH-7.6) following treatment with dithiothreitol (200 mg/ml, Sigma-Aldrich, USA). The resuspended pellet was again centrifuged in the same condition as mentioned above. All the supernatants were pooled and ultracentrifuged at 2,00,000 × g for 70 min at 4 °C. The pellet dissolved in PBS was filtered via a 0.1 µm syringe filter and washed with PBS at 2,00,000 × g for 70 min at 4 °C. The pellet was resuspended in PBS with PI and stored at − 80 °C until use.

### Flow cytometry analysis

Exosomes were incubated overnight at 4 °C with aldehyde sulfate latex beads (Invitrogen, USA) coated with purified anti-human CD63 (2 × 10^5^ CD63 coated beads/sample) (# 312002; BioLegend, USA). This complex was probed with PE anti-human CD81 (# 349505; BioLegend, USA)^17^, and data were acquired using FACSAria II (BD, Biosciences) followed by the data analysis in the FlowJo v10.8.1 trial version (Ashland, OR). A more detailed description of the coating of CD63 to the beads is provided in Supplementary Methods.

### Transmission electron microscopy (TEM)

Exosomes purified by differential centrifugation were loaded on Nickle carbon grids (TAAB Laboratories Equipment Ltd, England), negatively stained with 1% phosphotungstic acid, and viewed on Hitachi H7500-120 kV Electron Microscope^18^.

### Western blot

The exosomal and cellular samples were resuspended in RIPA Buffer (Sigma-Aldrich, USA) with PI and vortexed every 2 min for 30 min (on ice) followed by high spin at 4 °C at 14,000 × rpm for 15 min. The supernatant containing the protein was quantified by the Bicinchoninic Acid (Sigma-Aldrich, USA) assay method. 30 µg of protein (from HK-2 cells derived exosomes) and 2–3 mg of urinary protein (from urinary exosomes; normalized by urine creatinine) were resolved on 10% polyacrylamide gel electrophoresis, electrotransferred to polyvinylidene fluoride membrane (EMD Millipore, USA). The membrane was blocked with 5% skimmed milk for 2 h and probed sequentially for Tumor Susceptibility Gene (TSG) 101 (sc-7964, Santa Cruz Biotechnology, USA) and Calnexin (sc-11397, Santa Cruz Biotechnology, USA) overnight at 4 °C. Subsequently, the membranes were incubated for 90 min with the respective secondary antibodies. The membrane was covered by ECL solution (Clarity Max Western ECL Substrate, BioRad, USA) and visualized for the antibody binding in ChemiDoc XRS + (BioRad, USA). HK-2 cells were taken as a positive control.

### miRNA profiling

Total RNA was isolated from HK-2 cells derived exosomes by mirVana miRNA Isolation Kit (Invitrogen, United States) as recommended by the manufacturer. These samples were submitted to Exiqon (Vedbaek, Denmark) for miRNA real-time-based expression profiling. 19 μl RNA was reverse transcribed in 95 μl reactions using the miRCURY LNA Universal RT microRNA PCR, Polyadenylation, and cDNA synthesis kit (Exiqon). cDNA was diluted 50 × and assayed in 10 µl PCR reactions according to the protocol for miRCURY LNA Universal RT microRNA PCR; each microRNA was assayed once by qPCR on the microRNA Ready-to-Use PCR, Human panel I + II using ExiLENT SYBR Green master mix. 

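The negative control without template, run on the same panel as the exosomal samples, gave a Ct in 60 of the 463 miRNA assays, with a median Ct of 36.9 and a range of 32.6 to 39.6. It was profiled once, so its values carry no error. Of the 149 miRNA assays with a Ct in all 6 exosomal samples, 19 also had a Ct in the blank, of which 7 had their latest sample after the blank and 8 had it less than 5 cycles before the blank. The assay of hsa-miR-663b was among the 8, with a Ct of 33.8 in the blank and of 29.5 to 32.7 in the samples, so that the latest sample preceded the blank by 1.13 cycles. The assay of hsa-miR-663a had a Ct of 36.7 in the blank, 5.40 cycles after its latest sample, and that of hsa-miR-103a-3p a Ct of 36.5 in the blank, 5.41 cycles after its latest sample. No Ct was given in the blank for hsa-miR-425-5p, hsa-miR-151a-5p, hsa-miR-664a-3p, hsa-miR-155-5p and hsa-miR-28-3p.

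**Figure D1:**
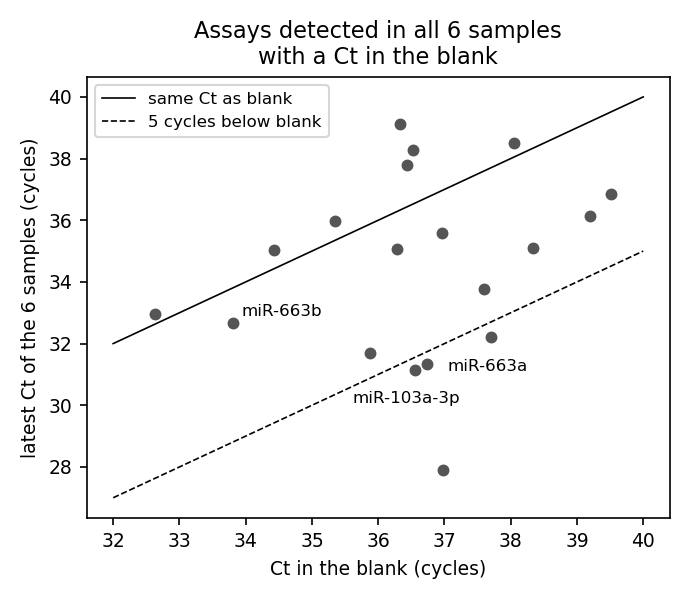
Ct in the blank (x axis, cycles) against the latest Ct of the 6 exosomal samples (y axis, cycles) for the 19 assays detected in all samples and in the blank. Each point is an assay, the solid line marks equal Ct and the dashed line 5 cycles before the blank; hsa-miR-663b lies 1.13 cycles before its blank.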

Negative controls excluding template from the reverse transcription reaction were performed and profiled like the samples. The amplification was performed in a LightCycler 480 Real-Time PCR System (Roche) in 384 well plates. The amplification curves were analyzed using the Roche LC software, both for the determination of Ct (Cycle threshold) (by the 2nd derivative method) and for melting curve analysis. Using NormFinder, the best normalizer was found to be the average of assays detected in all samples. All data were normalized to the average of assays detected in all samples (average –assay Ct).

### miRNA validation

Total RNA was isolated from exosomes by mirVana miRNA Isolation Kit (Invitrogen, USA) with slight modification. 1 µl synthetic spike-in mix (UniSp2, UniSp4, UniSp5; RNA Spike-In Kit, Exiqon) per RNA preparation was added to 60 µl of lysis buffer to reduce the technical variance between the samples. This lysis buffer was added to the sample and vortexed vigorously for 10 min followed by the instructions mentioned in the mirVana miRNA Isolation Kit. RNA was eluted in 20 µl of RNase- free water.

Furthermore, determining RNA yield by spectrophotometric reading is frequently not achievable; instead, we employed RNA quantities based on starting volume in the PCR reaction as a measure, followed by spike-in quantification^19^. Cellular RNA was quantified with the Infinite 200 Pro NanoQuant microplate reader (Tecan, Männedorf, Switzerland). The reverse transcription reaction employed 4 µl of each RNA solution or 5 ng/µl of cellular RNA by using the Universal cDNA Synthesis Kit II (Exiqon) and UniSp6 RNA Spike-in template (to control for the potential inhibitors) according to the manufacturer's instructions. cDNA samples (diluted to 1:40) were probed by Exiqon primers for hsa-miR-155-5p (E24308), hsa-miR-28-3p (E24119), hsa-miR-425-5p (E24337), and hsa-miR-663a (E24284) via ExiLENT SYBR Green master mix (Exiqon) in a 7500 Real-Time PCR machine (Applied Biosystems, United States) with 40 amplification cycles. The cycling parameters were followed as recommended by Exiqon. Raw data were processed in 7500 software v2.0.1 to assign the baseline and threshold. We utilized spike-in UniSp2 and UniSp4 for normalization because there is no consistent endogenous control for exosomal miRNA^20,21^ while cellular RNA was normalized to U6 (E203950). The expression levels of differentially expressed miRNA were calculated as relative fold change^22^.

### miRNA target identification

The genes of the targeted miRNAs were scrutinized by the bioinformatic tool mirDIP v4.1 (http://ophid.utoronto.ca/mirDIP/) (confidence class as medium and prediction by at least three different algorithms) which integrates across 30 resources for miRNA-mRNA target prediction. These genes from mirDIP v4.1 were verified for their presence in the other four updated prediction tools—miRTarBase 7.0 (http://miRTarBase.mbc.nctu.edu.tw/), TarBase v.8 (http://www.microrna.gr/tarbase), miRWalk 3.0 (http://mirwalk.umm.uniheidelberg.de), and TargetScan 7.2 (http://www.targetscan.org/vert_72/). Genes predicted by at least three of the databases were considered speculative targets for the miRNA.

### IPA analysis

The plausible target genes were run for Core Analysis in IPA software (Ingenuity Systems, www.qiagen.com/ingenuity) to identify enriched ‘canonical pathways’ as well as ‘disease and functions’. Using right-tailed *Fisher's exact test*, a *p*-value was calculated for each biological function or disease assigned to that data set based strictly on chance. General settings, networks, and data sources were the same as the default software configuration. Supplementary File 1, Sheet 1 summarizes changes made in other filters used for this analysis. The genes from these pathways were connected using the information contained in Ingenuity Knowledge Database findings by the ‘Connect tool’. This filter was not changed except for the disease category that was selected as ‘endocrine system illnesses’ and ‘renal and urological diseases’. ‘Path Explorer’ tool was used to connect miR-663 and the genes of the network formed above. This tool had the same filters as the default set up by the program. The Molecule Activity Predictor (MAP) tool was used to find the association between miR-663 and genes in the network. This complete network was then overlaid with the ‘Disease and Function’ tool to determine the significant diseases and functions relevant to our study. The flowchart of the different tools utilized in IPA is illustrated in Supplementary Fig. S1.

### Statistical analysis

SPSS v22.0 for Windows (IBM SPSS, USA) was used for descriptive analysis of the variables from each patient group. RT-PCR graphs for both in vitro and in vivo were assessed by GraphPad Prism version 7.0 for Windows (GraphPad Software, San Diego, CA, USA, www.graphpad.com/). Differential expressions of miRNAs were analyzed by a two-tailed *Student t-test* or *Mann–Whitney* as appropriate. Relative expression of the PCR data was expressed in terms of fold change (2^- (delta delta Ct)).

In each group, we enrolled at least five patients with adequate urine samples using convenience sampling.

## Results

### Characterization of exosomes

TEM examination of HK-2 cells and human urine-derived exosomes revealed spherical vesicles of sizes 25–60 nm (Fig. 1a and b; red arrows) thereby confirming the presence of exosomes in the samples isolated. The protein bands of TSG 101 were expressed in HK-2 cells, human urine and HK-2 cells derived exosomes while calnexin, an endoplasmic reticulum marker was absent in all the samples except in HK-2 cells (Fig. 1c, Supplementary Fig. S2) Thus, this showed that the pellet collected after ultracentrifugation was indeed exosomes. The side/forward scatter showed the population of CD63-coated beads with cells-derived exosomes (Fig. 1d) and human urine-derived exosomes (Fig. 1g). The presence of known exosome marker CD81^23^ in the samples isolated as assessed by flow cytometry confirmed the successful isolation of exosomes from HK-2 cells (Fig. 1f) as well as human urine (Fig. 1i) in comparison to unstained controls (Fig. 1e and h) respectively.

**Figure 1:**
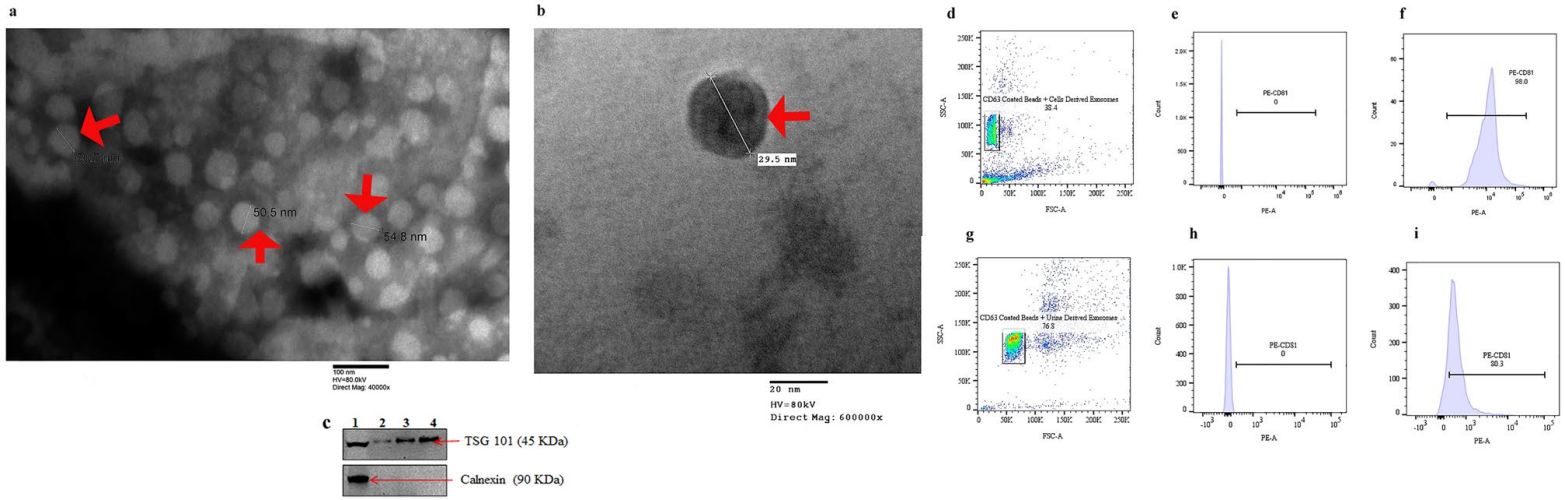
Characterization of exosomes. Electron microscopy of (**a**) HK-2 cells-derived exosomes. (**b**) Human urinary exosomes. The exosomes are shown by the red arrows. (**c**) Western blot of classical exosomal marker TSG 101 (exposure time: 120 s) and non-exosomal marker Calnexin (exposure time: 30 s); 1: HK-2 cells; 2,3: 2 and 3 mg of protein of healthy volunteer normalized to urine creatinine; 4: 30 μg of protein from HK-2 cells-derived exosomes. The original blots are presented in Supplemental Fig. S2. Scatter plot analysis of CD63 coated beads with (**d**) HK-2 cells-derived exosomes and (**g**) Human urine-derived exosomes. Gating of antibody bead conjugated exosomes derived from (**e**) HK-2 cells (**h**) human urine. The antibody bead exosome complex stained with anti-CD81 PE exhibited (**f**) 98% of positive CD81 vesicles derived from HK-2 cells. (**i**) Exosomes derived from human urine showed 80.3% of positive exosomes. TSG, Tumour Susceptibility Gene; SSC, Side Scatter; FSC, Forward Scatter; PE, Phycoerythrin.

### miRNA expression profiling of HK-2 derived exosomes under diabetic conditions

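HK-2 is an immortalized cell line of the human proximal tubule. RNA from exosomes, small vesicles released by the cells, was profiled after 96 h in 5 mM glucose (LG; samples LE1, LE2 and LE3) or in 30 mM glucose (HG; samples HE1, HE2 and HE3), with the numbers naming the batch of cells. Every miRNA was measured in a single qPCR reaction per sample, so the spread between samples holds the technical error as well. The authors deposited raw Ct values without normalization, in which a lower Ct means more template. Of the 463 miRNA assays listed, a Ct was given for 297 in LE1, 209 in LE2, 331 in LE3, 312 in HE1, 275 in HE2 and 267 in HE3. The number detected was 285 ± 24.0 in HG (SD, n = 3) and 279 ± 63.0 in LG (SD, n = 3), which was not a difference beyond the replicate spread (two-sided exact permutation test, p = 0.9). The 149 miRNA assays with a Ct in all samples had a mean Ct of 31.6 in LE1, 34.4 in LE2, 30.8 in LE3, 31.0 in HE1, 32.7 in HE2 and 32.4 in HE3, so the least template was measured in LE2. For the comparison of HG with LG, dCt was computed as the mean Ct of these 149 assays in a sample minus the Ct of the assay, a log2 scale on which a higher dCt means more of the miRNA, and each of the 149 was tested with limma without pairing, with Benjamini-Hochberg adjustment. The Ct of UniSp6, an RNA added before the cDNA synthesis, was 19.14 ± 0.037 in HG (SD, n = 3) and 19.12 ± 0.025 in LG (SD, n = 3). The difference of 0.022 cycles was within the replicate spread (two-sided exact permutation test, p = 0.5, where 3 samples against 3 allow no p below 0.1).

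**Figure D2:**
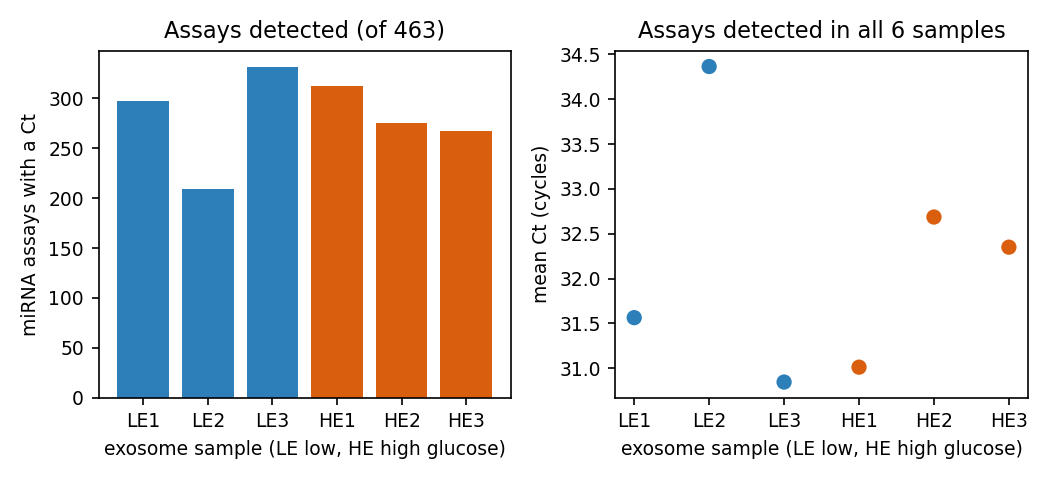
Number of miRNA assays with a Ct (left, bars from 0) and mean Ct in cycles of the 149 assays detected in all samples (right) for each exosomal sample, LG in blue and HG in orange. LE2 has the fewest detected assays, 209, and the latest mean Ct, 34.4.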

To mimic diabetes under in vitro system, the HK-2 cells were exposed to HG in comparison to the control i.e., LG. cDNA synthesis control UniSp6 was constant in LG (LE1, LE2, LE3) and HG (HE1, HE2, HE3) treated exosomal samples, showing no evidence of PCR inhibitors. (Supplementary Fig. S3A). 

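The raw Ct of hsa-miR-23a-3p was 27.8 ± 1.04 in HG and 28.4 ± 1.93 in LG, and that of hsa-miR-30c-5p was 28.1 ± 0.991 in HG and 28.6 ± 1.98 in LG (SD, n = 3 in each group). For hsa-miR-103a-3p the Ct was 28.6 ± 0.903 in HG and 29.0 ± 1.90 in LG, and for hsa-miR-142-3p it was 31.7 ± 0.661 in HG and 31.4 ± 1.71 in LG (SD, n = 3 in each group). Each of these 4 differences was smaller than the spread between replicates (two-sided exact permutation test, p = 0.8 for each). The latest Ct of each of the 4 was that of LE2, for example 30.5 for hsa-miR-23a-3p. hsa-miR-451a had a Ct only in LE1 (36.1) and LE3 (36.2), so HG and LG could not be compared for it.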

A quality control assessment using miR-23a, miR-30c, miR-103, miR-142-3p, and miR-451 showed the quality and purity of the samples (Supplementary Table ST1, Supplementary Fig. S3B). For the differential miRNA profiling, the heat map (Fig. 2a) demonstrated a two-way hierarchical cluster analysis on LG (LE1, LE2, LE3) and HG (HG1, HG2, HG3) treated exosomal groups. 

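The 50 miRNAs with the highest SD of dCt, among those detected in all 6 exosomal samples, were clustered by complete linkage of Euclidean distances. The first division set LE2 apart from the other 5 samples, and the next set LE1 apart. Of the remaining samples, LE3 joined HE1 first, at a distance of 5.35, followed by HE3 and then HE2. The distances within LG ran from 5.57 to 11.4 and those within HG from 6.14 to 7.04, against 5.35 to 11.6 between an LG and an HG sample. The nearest sample belonged to the same group for 2 of the 6 samples, LE1 and HE3.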

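In the principal component analysis of the same 50 miRNAs, the first component held 49.9% of the variance and set LE2, at 8.46, against the other samples, which lay between -2.52 and -0.37. The second component held 21.2% of the variance and placed every HG sample above every LG sample, with HE1 at 1.55, HE2 at 1.14 and HE3 at 3.03 against LE1 at -4.83, LE2 at 0.37 and LE3 at -1.27. Over all components, the glucose groups accounted for 22.8% of the squared distances (pseudo-F of 1.18). A pseudo-F as large was obtained for 3 of the 10 possible splits of the 6 samples into groups of 3, the split into HG and LG included, so the separation was not beyond what some other groupings of the samples gave. Among the 4 splits that part every pair of samples from one batch of cells, the split into HG and LG had the largest pseudo-F, against 0.666 to 1.03 for the other 3, but 4 splits are too few to tell this from chance. Without LE2 the pseudo-F was 1.56, and without normalization of the Ct values it was 0.21.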

Differential clustering by principal component analysis confirmed the distinction of the group (Fig. 2b). In the volcano plot, log2 (fold change) on X-axis and negative log *p*-value on Y-axis represented the differences in miRNA expression between HG and LG exosomes (Fig. 2c). 

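Of the 149 miRNAs tested, 13 had an unadjusted limma p under 0.05, of which 6 were higher and 7 were lower in HG than in LG exosomes, where 7.45 would fall under this threshold by chance. With the mean Ct of hsa-miR-23a-3p, hsa-miR-30c-5p and hsa-miR-103a-3p as the normalizer, 15 miRNAs passed, of which 0 were higher and 15 lower, and with the median Ct as the normalizer 14 passed, 5 higher and 9 lower. On raw Ct values, without a normalizer, 0 passed with or without adjustment. The count was 7 without HE1 and 8 without HE3. The dCt values of HG and LG did not overlap for 25 of the 149 miRNAs, or 16.8%, where chance gives 10% for 3 samples against 3.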

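For each of the 8 miRNAs in Table 1, every HG sample lay on one side of every LG sample in dCt (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 samples against 3 allow). By limma, 5 of the 8 had an unadjusted p under 0.05. With Benjamini-Hochberg adjustment, 2 of the 8 were under 0.05 over all miRNAs tested and 4 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The largest changes were those of hsa-miR-664a-3p and hsa-miR-663b. The dCt of hsa-miR-664a-3p was -5.34 ± 0.190 in HG and -3.63 ± 0.391 in LG (SD, n = 3), a log2 fold change of -1.71 (SE 0.260), with Ct values above 37 in LE2, HE2 and HE3. That of hsa-miR-663b was 0.04 ± 0.087 in HG and 1.70 ± 0.429 in LG (SD, n = 3), a log2 fold change of -1.66 (SE 0.261), from an assay with a Ct of 33.8 in the blank. The log2 fold change of hsa-miR-151a-5p was -0.44 (SE 0.180, limma adjusted p = 0.499), and it lost its unadjusted call under each fit that left out one sample. It kept the call in 7 of 21 alternatives, among them the unmoderated model (unadjusted p = 0.00383) and quantile normalization (limma unadjusted p = 0.0254). The log2 fold change of hsa-miR-103a-3p was 0.20 (SE 0.172, limma adjusted p = 0.835), and it turned to -0.03 when the mean of hsa-miR-23a-3p, hsa-miR-30c-5p and hsa-miR-103a-3p itself was the normalizer. With an unmoderated model it reached an unadjusted p under 0.05. From the 8 miRNAs, the paper states 4 to be upregulated and 4 downregulated in HG.

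**Figure D3:**
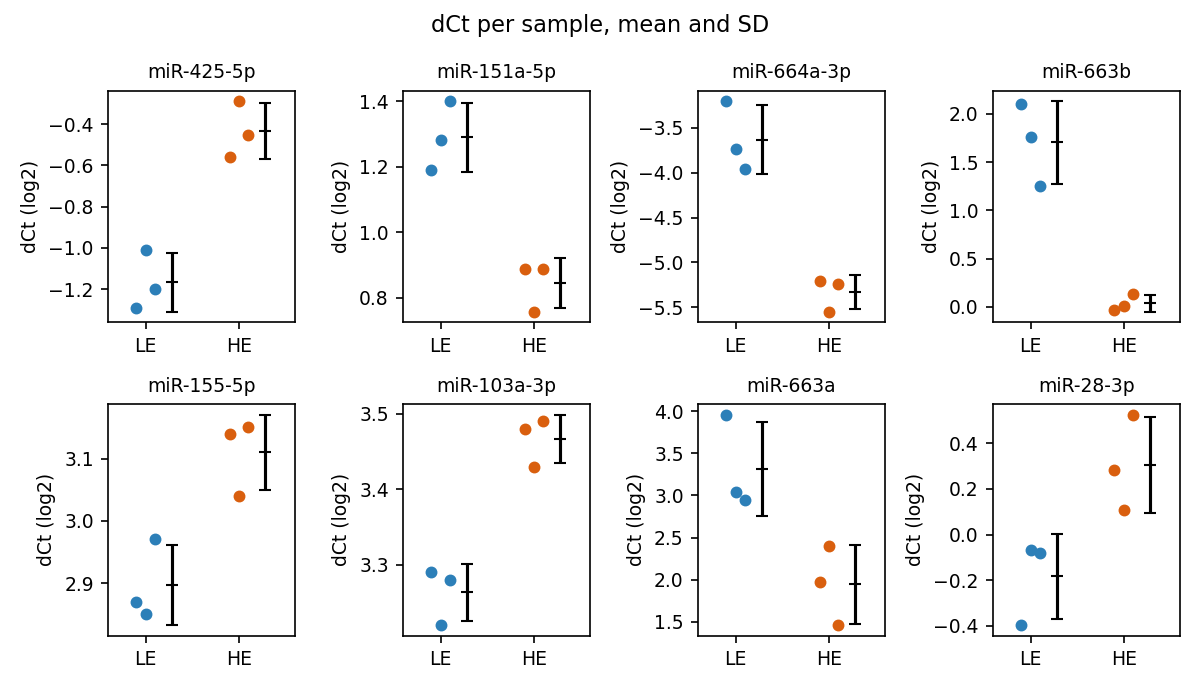
dCt on a log2 scale of the 8 miRNAs of Table 1 in each LG (LE, blue) and HG (HE, orange) exosomal sample; each point is a sample and the black marks are the mean with SD (n = 3). The groups do not overlap for any of the 8, and hsa-miR-664a-3p and hsa-miR-663b differ most.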

Based on *Wilcoxon* or *t-test* as appropriate, eight miRNAs (*p* < 0.05) viz. hsa-miR-425-5p (1.7 fold), hsa-miR-155-5p (1.2 fold), hsa-miR-103a-3p (1.2 fold), hsa-miR-28-3p (1.4 fold) were upregulated while four miRNAs, hsa-miR-151a-5p (− 1.3 fold), hsa-miR-664a-3p (− 3.2 fold), hsa-miR-663b (− 3.1 fold), hsa-miR-663a (− 2.5 fold) were downregulated in HG as compared to LG treated HK-2 cells derived exosomes (Table 1).

**Figure 2:**
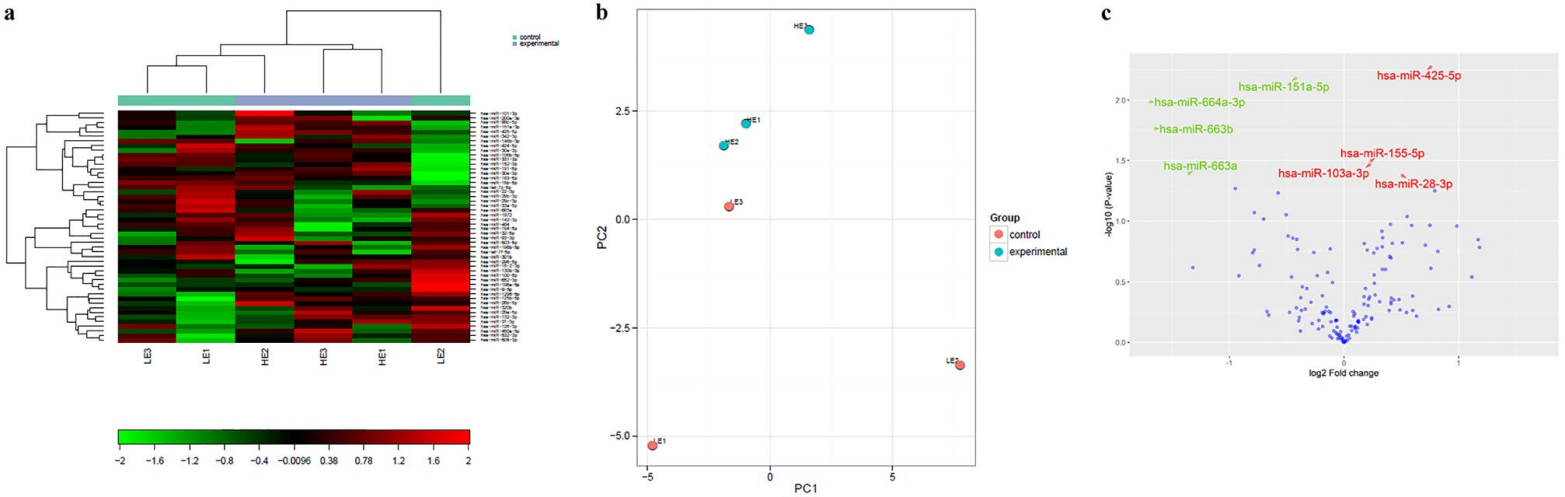
miRNA profiling by Real-Time PCR identified differentially expressed miRNAs in HK-2 derived exosomes under hyperglycaemia. (**a**) Heat map and unsupervised hierarchical clustering. Clustering was performed in all the samples for the top 50 miRNAs with the highest standard deviation. The color scale shown at the bottom illustrates the relative expression level of a microRNA across all samples: red color represents an expression level above the mean, and green color represents expression lower than the mean. (**b**) Principal Component Analysis was performed on all the samples and the top 50 miRNAs with the highest standard deviation. The normalized (dCt) values have been used for the analysis. (**c**) The volcano plot shows the relation between the *P*- values and the fold change. Highlighted spots are microRNAs with *p* < 0.05 after Benjamini–Hochberg correction for multiple testing. The significantly upregulated miRNAs are shown in red while downregulated miRNAs are shown in green color. miRNAs, Micro Ribonucleic Acid; PCA, Principal Component Analysis; LE1, LE2, LE3, Low glucose treated HK-2 cells-derived exosomes from three different samples (control); HE1, HE2, HE3, High glucose treated HK-2 derived exosomes from three different samples (experimental).

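After Benjamini-Hochberg correction of the limma p-values over the 149 miRNAs, 2 miRNAs had an adjusted p under 0.05, both lower in HG. They were hsa-miR-664a-3p (limma, adjusted p = 0.0363) and hsa-miR-663b (limma, adjusted p = 0.0363), and the next smallest adjusted p was 0.331. With the batch of cells as a block, pairing each HG sample with the LG sample of the same batch, 0 miRNAs had an adjusted p under 0.05 and 9 an unadjusted p under 0.05, and the smallest adjusted p was 0.334. Leaving out one sample at a time gave 0 or 1 miRNAs after correction. The count was 0 when only Ct values under 37 were used, with 8 miRNAs at an unadjusted p under 0.05. This limit left out hsa-miR-664a-3p, whose latest Ct was 38.2, so it was not retested. The adjusted p of hsa-miR-663b was then 0.0537 by limma.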

**Table 1:** Differentially expressed miRNAs in HK-2 cells-derived exosomes under high glucose versus low glucose conditions.

miRNA name	Average dCt exp	Average dCt control	Fold change	*p-*value
hsa-miR-425-5p	− 0.89	− 1.6	1.7	0.0053
hsa-miR-151a-5p	0.39	0.81	− 1.3	0.0066
hsa-miR-664a-3p	− 5.8	− 4.1	− 3.2	0.010
hsa-miR-663b	− 0.42	1.2	− 3.1	0.017
hsa-miR-155-5p	2.7	2.4	1.2	0.032
hsa-miR-103a-3p	3.0	2.8	1.2	0.034
hsa-miR-663a	1.5	2.8	− 2.5	0.040
hsa-miR-28-3p	− 0.15	− 0.66	1.4	0.042

*p*-value was determined by *two tailed Student’s t-test* or *Wilcoxon test* as appropriate. miRNA, Micro Ribonucleic Acid; HK-2, Human Kidney Proximal Tubular Cells; hsa, Human; dCt, Normalized Threshold Values; exp, Experimental Sample (High glucose treated exosome sample); control, Low glucose treated exosome sample.

### Real-time PCR

For microarray data validation, RT-PCR analysis of four miRNAs namely, hsa-miR-155-5p, hsa-miR-425-5p, hsa-miR-28-3p, and hsa-miR-663a from both in vitro and in vivo diabetic models were carried out. Significant overexpression was observed for hsa-miR-155-5p (*p* = 0.017, Fig. 3a, Panel I), hsa-miR-425-5p (*p* = 0.046, Fig. 3a, Panel II), hsa-miR-28-3p (*p* = 0.028, Fig. 3a, Panel III), while a significant downregulation was observed for hsa-miR-663a (*P* = 0.0099, Fig. 3a, Panel IV) in fresh batch of HG than to LG treated HK-2 cells-derived exosomes. The threshold values of the RNA spike-in controls (UniSp2 and UniSp4) and cDNA synthesis control (UniSp6) utilized during this experimental set up is represented in Fig. 3b. The miRNA profiling data also validated these observations (Table 1).

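In the profiling, the dCt of hsa-miR-663a was 3.96 in LE1, 3.04 in LE2 and 2.94 in LE3, against 1.97 in HE1, 2.40 in HE2 and 1.46 in HE3, which gave a log2 fold change of -1.37 (SE 0.373, limma adjusted p = 0.331). This fall stayed between -1.60 and -1.05 when single samples were left out, and it lost its unadjusted call on raw Ct values, where it was -1.13. The dCt of hsa-miR-425-5p was -0.43 ± 0.136 in HG and -1.17 ± 0.145 in LG (SD, n = 3), a log2 fold change of 0.73 (SE 0.193, limma adjusted p = 0.331). It was 0.50 with hsa-miR-23a-3p, hsa-miR-30c-5p and hsa-miR-103a-3p as the normalizer and 0.98 on raw Ct values, and lost its unadjusted call under both. For hsa-miR-28-3p the dCt was 0.31 ± 0.210 in HG and -0.18 ± 0.186 in LG (SD, n = 3), and the log2 fold change of 0.49 did not reach an unadjusted p under 0.05 by limma, though it did with quantile normalization, with Ct values under 37 or under 35, with sample weights and with an unmoderated model. The change of hsa-miR-155-5p was smaller, from 2.89 ± 0.063 in LG to 3.11 ± 0.058 in HG (SD, n = 3), a log2 fold change of 0.22, which did not reach this threshold by limma either. It reached it with an unmoderated model, and was -0.02 with the normalizer of 3 miRNAs. The paper states that these profiling data go with its RT-PCR of the 4 miRNAs in a fresh batch of exosomes, which was not analysed here. By its methods, exosomal RT-PCR was normalized to the spike-ins UniSp2 and UniSp4 and not to a mean of assays. Its values and the dCt values here are therefore not the same measure.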

**Figure 3:**
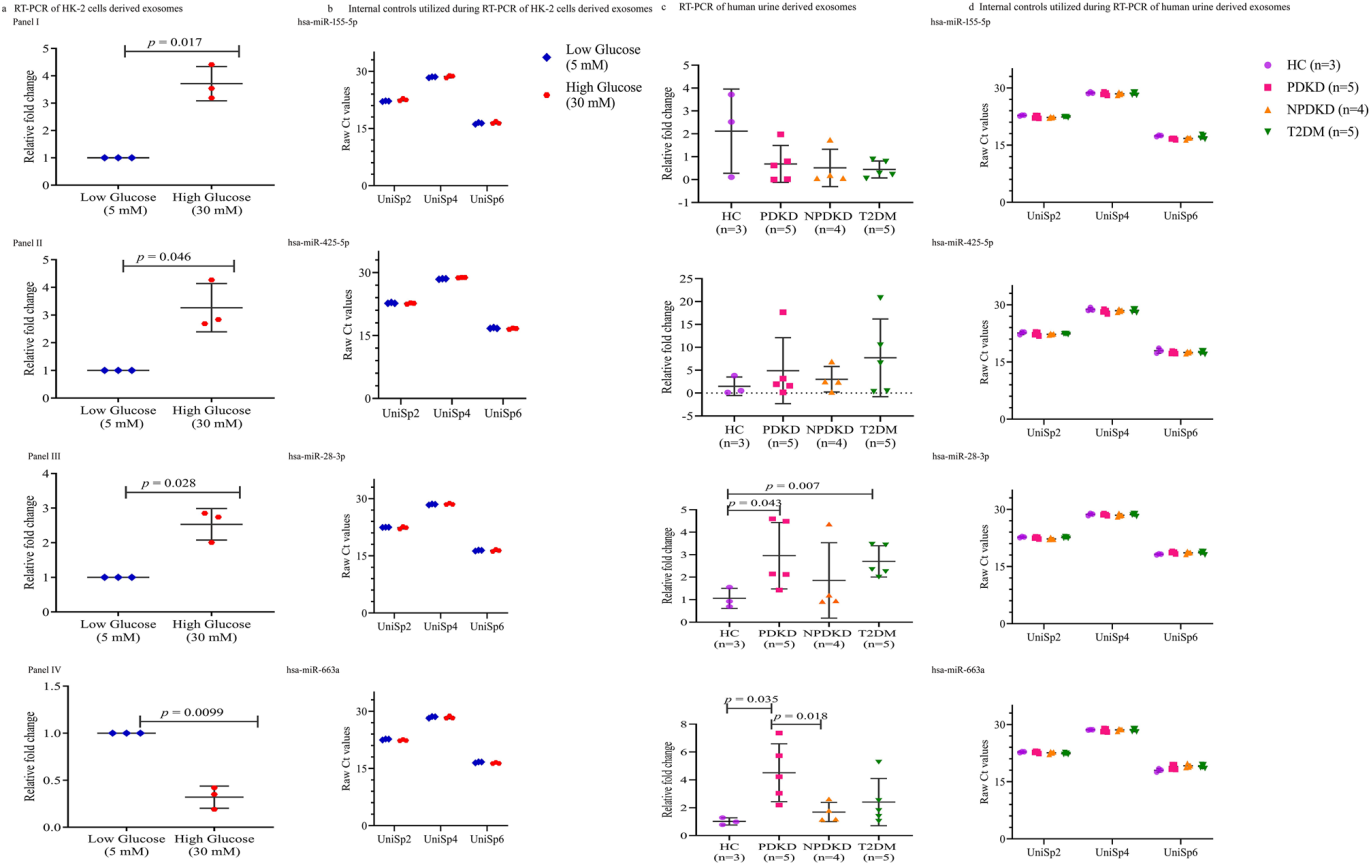
Validation of enriched miRNAs from HK-2 cells and human urine-derived exosomes by Real-Time PCR and their internal controls. hsa-miR-155-5p (Panel I), hsa-miR-425-5p (Panel II), hsa-miR-28-3p (Panel III) and hsa-miR-663a (Panel IV) were analyzed for their expression in (**a**) HK-2 cells-derived exosomes (n = 3). These cells were treated with 5 mM and 30 mM glucose for 96 h before exosome isolation. (**c**) Human urine-derived exosomes from HC, PDKD, NPDKD and T2DM. Relative fold change = (2^- (delta delta Ct)). UniSp2 and UniSp4 were used to estimate the RNA isolation quality; UniSp6 was used as a cDNA synthesis control for (**b**) HK-2 cells derived exosomes (**d**) human urine derived exosomes. In all scatter plots, the centre line represents the mean; the smallest number in the data set was shown at the end of the lower whisker; the largest number in the data set was shown at the end of the upper whisker as determined by the GraphPad Prism version.7.0 software. Normally distributed samples were analyzed by two-tailed *Student’s tests* otherwise by *Mann -Whitney* Test. Data is represented as Mean ± SD. hsa, *Homo sapiens*; Ct, Threshold; HC, Healthy Control; PDKD, Proteinuric Diabetic Kidney Disease; NPDKD, Non-Proteinuric Diabetic Kidney Disease; T2DM, Type 2 Diabetes Mellitus.

### Study population

For 6 months between January and June 2018, 60 patients were screened (Supplementary Fig. S4). 14 patients were excluded, and 11 patients refused to participate. Out of 35 participants who were enrolled in giving urine specimens, 10 participants either did not turn up for the scheduled visit or withdrew consent. Therefore, we had clinical details and adequate urine specimen collection for 25 participants (T2DM, n = 7; PDKD, n = 8; NPDKD, n = 5; HC, n = 5). By using spike-in controls to check for technical variability during RNA isolation, eight samples were excluded. Finally, the in vivo study consisted of 17 samples (T2DM, n = 5; PDKD, n = 5; NPDKD, n = 4; HC, n = 3) which were assessed for the targeted miRNA expression. The descriptive and clinical characteristics of the study groups are depicted in Table 2.

**Table 2:** Demographic and clinical parameters of the study groups.

Parameters	Proteinuric Diabetic Kidney Disease (PDKD; n = 5)	Non-Proteinuric Diabetic Kidney Disease (NPDKD; n = 4)	Type 2 Diabetes Mellitus (T2DM; n = 5)	Healthy Volunteers (Control; n = 3)
Age (years)	55.40 ± 8.01	58.0 ± 4.08	54.2 ± 8.78	44.33 ± 5.85
Sex (Male/Female) (%)	60/40	75/25	20/80	33.3/66.7
Duration of diabetes (months)	156.40 ± 87.57	111.00 ± 73.56	108.00 ± 20.78	NA
Duration of kidney problem (months)	22.80 ± 16.10	16.25 ± 13.28	NA	NA
Fasting blood glucose (mg/dl)	131.80 ± 49.44	137.65 ± 38.64	134.50 ± 39.10	89.66 ± 1.52
Serum creatinine (mg/dl)	1.69 ± 0.63	1.89 ± 0.53	0.81 ± 0.14	0.5 ± 0.06
eGFR	44.84 ± 14.92	39.17 ± 15.36	86.06 ± 14.39	122.07 ± 4.23
24 h urine protein (mg/dl)	3059.44 ± 2003.71	86.80 ± 41.72	94.35 ± 32.33	110.60 ± 34.73

Data are shown as Mean ± Standard Deviation. NA, not applicable; mg/dl, milligrams/deciliter.

The same four miRNAs, as validated in HK-2 derived exosomes, were also verified for their expression levels in these groups (Fig. 3c). The hsa-miR-663a was significantly downregulated in NPDKD than to PDKD (*p* = 0.018) and elevated in PDKD than to the HC (*p* = 0.035). The hsa-miR-663a was found to be expressed at a higher level in T2DM as compared to NPDKD, though data was statistically non-significant (Fig. 3c, Panel IV). The hsa-miR-28-3p was significantly elevated in PDKD (*p* = 0.043) and T2DM (*p* = 0.007) than to HC (Fig. 3c, Panel III). The hsa-miR-425-5p (Fig. 3c, Panel II) was upregulated while has-miR-155-5p was decreased (Fig. 3c, Panel I) in all the groups i.e., PDKD, NPDKD, and T2DM than to the HC (non-significant) The expression level of different miRNAs varied with variable levels of albuminuria in the affected individuals. The internal controls (UniSp2, UniSp4 and UniSp6) threshold values are represented in Fig. 3d.

### Target genes identification for miR-663

We performed an *in-silico* analysis of the genes for miR-663a, as it was the only miRNA that showed differential expression between NPDKD and PDKD. These genes were analyzed by IPA for pathways and functional analysis as well as network construction. IPA retrieved 104 canonical pathways (Supplementary File 1, Sheet 2) and 51 diseases and bio functions (Supplementary File 1, Sheet 3) for these plausible genes (*p* < 0.05). Stringent conditions (*p* < 0.01; the number of molecules >  = 5) yielded four significant pathways namely IL-8 Signaling, Cardiac Hypertrophic Signaling, Hepatic Fibrosis Signaling, and Senescence Pathway (Fig. 4a) and 22 annotations under the diseases and bio functions tool (Fig. 4b).

**Figure 4:**
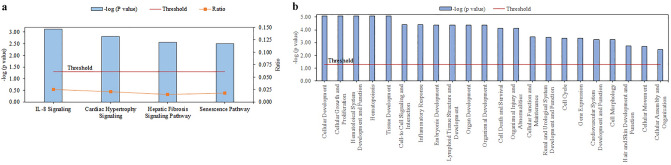
Core Analysis of miR-663a target genes by Ingenuity Pathway Analysis Software. The plausible targeted genes of miR-663a were analyzed for Core Analysis by Ingenuity Pathway Analysis software which yielded (**a**) 4 enriched canonical pathways. (**b**) Significant 22 diseases and functions. Blue bars represent the *p-*value for each pathway as well as disease and functions and are expressed as − log (*p-*value). The threshold line corresponds to 0.05 (red line). The ratio (orange points) on each pathway represents the ratio of the number of genes from the dataset that meet the cut-off criteria divided by the total number of genes that map to that pathway from the Ingenuity Knowledge Database. *p* < 0.01 and number of molecules ≥ 5 were the criteria for selecting canonical pathways as well as disease and functions.

The top five significant cellular and molecular function identified were cellular development, cellular growth and proliferation, cell to cell signaling and interaction, cell death and survival, and cellular function and maintenance. The ‘inflammatory response’ and ‘organismal injury and abnormalities’ were the most significantly enriched disease in the present study. To detect the association of kidney injury with ‘organismal injury and abnormalities’, the ‘diseases and functions’ annotation displayed apoptosis of podocytes and permeability of microvascular endothelial cells. Both these abnormalities were associated with DKD^24^. Similarly, ‘inflammatory response’ annotated antibody-dependent cell-mediated cytotoxicity (ADCC) of natural killer (NK) cells as its only function. IL-8 signaling, the top-ranked canonical pathway coincided well with the top-ranked disease i.e., inflammatory response.

We built a network of relationships between the genes of these enriched pathways and the other genes of the Ingenuity Knowledge Database (IKDB) which was further linked to miR-663 by the shortest route analysis (Supplementary File 1, Sheet 4). To build a network of associations, the top five routes were mapped (Supplementary Fig. S5, Supplementary File 1, Sheet 5). Interestingly, this network focused on the three major DKD-associated ‘diseases and functions’ relevant to our study—endocrine system disorders (Fig. 5a), renal tubule injury (Fig. 5b), and decreased levels of albumin (Fig. 5c). These data suggested that the genes in the proposed network would facilitate the pathogenesis of the DKD (Fig. 5d).

**Figure 5:**
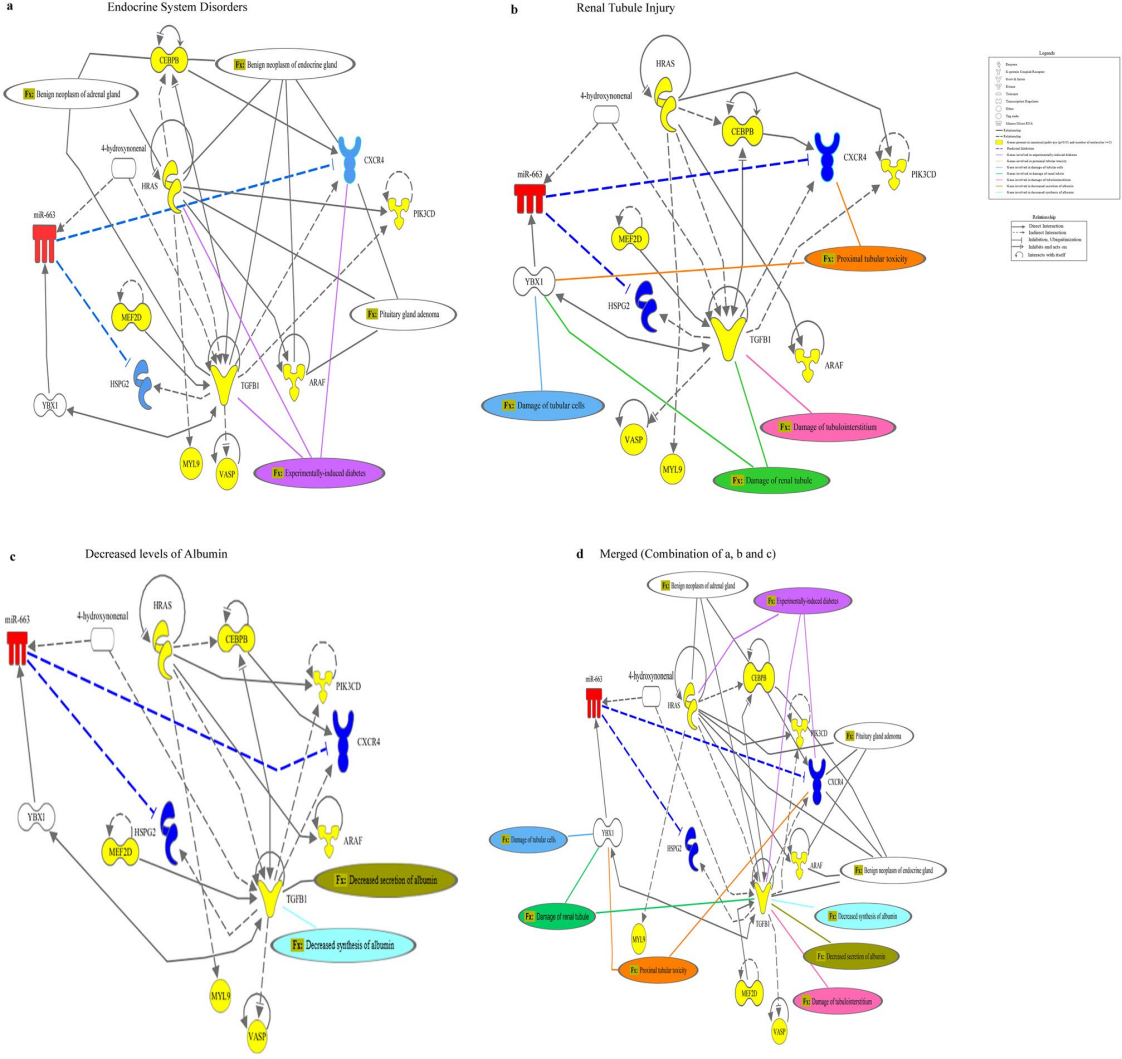
Disease and function analysis of the network by Ingenuity Pathway Analysis. The topological network created by Ingenuity Pathway Analysis Software when overlaid by the ‘Disease and Function’ tool generated (**a**) Endocrine System Disorders (*p* = 1.53E−07–3.89E−5). Genes involved in experimentally induced diabetes were—CXCR4, HRAS, and TGF-β1 (purple line). (**b**) Renal Tubule Injury (*p* = 5.76E−04–9.09E−03). This included sub-categories which were—Damage to tubule cells which consisted of gene YBX1 (sky blue line); Damage to renal tubules which involved genes YBX1 and TGF-β1 (green line); Damage of tubulointerstitium indicated TGF-β1 gene (pink line) and proximal tubular toxicity pointed CXCR4 and YBX1 gene (orange line). (**c**) Decreased levels of albumin (*p* = 2.28E−03–3.04E−3) included decreased synthesis (cyan line) and decreased secretion of albumin (light green line) with TGF-β1 as the central gene for both. ‘Molecule Activity Predictor’ predicted the relationship between miR-663 and CXCR4 (Reference no. 47) as well as miR-663 and HSPG2 (Reference no. 48) to be inhibited when the miR-663 expression was elevated based on the research findings of Ingenuity Knowledge Database. (**d**) Complete network showing Endocrine System Disorders, Renal Tubule Injury, and Decreased levels of albumin altogether. All molecules are represented in different shapes which are the default icon in Ingenuity Pathway Analysis software and all details of color-coded lines are mentioned in the legend. miR, Micro Ribonucleic Acid; HRAS, Harvey Rat Sarcoma Viral Oncogene Homolog; CEBPB, CCAAT/Enhancer-Binding Protein (C/EBP), beta; ARAF, A-RAF Proto-Oncogene, Serine/Threonine Kinase; PIK3CD, Phosphatidylinositol-4,5-bisphosphate 3-kinase, catalytic subunit delta; CXCR4, C-X-C Chemokine Receptor 4; TGF-β1, Transforming Growth Factor-Beta 1; MEF2D, Myocyte Enhancer Factor 2D; VASP, Vasodilator-Stimulated Phosphoprotein; MYL9, Myosin, Light Chain 9, regulatory; HSPG2, Heparan Sulfate Proteoglycan 2; YBX1, Y-Box Binding Protein 1.

## Discussion

To the best of our knowledge, this is the first study wherein, differential miRNA expression profiling was identified in HK-2 cells derived exosomes under hyperglycemic conditions. Among the four shortlisted human miRNAs i.e., miR-155-5p, miR-425-5p, miR-28-3p, and miR-663a, only miR-663a expression was different between NPDKD and PDKD subjects. miR-155-5p, miR-425-5p, and miR-28-3p were also associated with T2DM and regulated insulin signaling^25,26^ which were validated in our experimental setup. However, variability in the expression of miR-155-5p, and miR-425-5p (non-significant) in the human urines of DKD excluded their further analysis. Though the source of isolation varied, increased expression of miR-425-5p was observed in the plasma and peripheral blood mononuclear cells of diabetic subjects than in controls^27^. While for miR-28-3p, which was up-regulated in our study and was increased in urine EVs of type 1 diabetics^28^. Since it has already been pointed out as a predictor of T2DM^29^, the focus was thus inclined towards miR-663a.

This indeed is the most intriguing finding of our study discovering miR-663a as an indirect reflection of mechanism between PDKD and NPDKD patients. A solitary study related to this miRNA reiterates miR-663a down-regulation in the kidneys of hypertensive patients as compared to normotensive males^30^.

Proteinuria is generally considered for diagnosing DKD, however, a proportion of patients develop renal impairment before albuminuria^3^. Under pathological conditions pattern of miRNA differs from the control and being secretory, they possess a strong potential with diagnostic value^31^.

Interestingly, miR-663a was significantly upregulated (*p* < 0.0001) in HK-2 cells while downregulated (*p* = 0.0099) in HK-2 cells derived exosomes (Supplementary Fig. S6). Further, the significant differential expression of miR-663a observed between the NPDKD and PDKD led to the investigation of pathways and networks regulated by this miRNA. The network analysis, through IPA, showed that miR-663a and its plausible target genes were involved in the pathogenesis of DKD with PTC being the primary contributors (Fig. 5d). Therefore, it provides the first line of evidence for miR-663a’s involvement in DKD. Bioinformatics analysis revealed 60 targets (Supplementary File 1, Sheet 6) by the intersection of five databases. Analyzing these genes by IPA uncovered the ‘canonical pathways’ and ‘disease and functions’ of miR-663 which were extrapolated in a topological network.

IL-8, a pro-inflammatory cytokine signaling turned out to be the most ‘enriched pathway’ and ADCC of NK cells was the only function of the top-ranked disease i.e., inflammatory response. Under HG, increased secretion of IL-8 with tubular injury was observed in human renal PTC^32^. Its urinary levels were also found to be elevated in the early stage of type 2 DKD^33^. NK Group 2D receptor known to protect the host against infections was aberrant in type 1 diabetics which were involved in its pathogenesis^34^, highlighted the connection of miR-663a target genes with the dysfunctional pathways and other complications related to DKD. For example, diabetes caused more pronounced fibrosis in the heart and liver^35^. Exposure of PTC to HG resulted in accelerated senescence. A similar expression was observed in the PTC at the early stages of type 2 DKD patients^36^. These studies validated our approach for the identification of genes and pathways connected with DKD paving the way for developing potential therapeutic interventions owing to PTC injury. The genes of these pathways were mapped to form an association among themselves by several direct and indirect connections and linked to miR-663. The observations pointed to endocrine system disorders, renal tubule injury, and decreased levels of albumin as the enriched ‘diseases and functions’.

Under endocrine disorder ‘experimentally induced diabetes’ was linked to Harvey Rat Sarcoma Viral Oncogene Homolog (H-RAS), C-X-C motif chemokine receptor 4 (CXCR4) and transforming growth factor-beta 1 (TGF-β1). All these genes were elevated in DKD^37,38^.

The renal tubular injury had four sub-divisions. The first category included ‘damage of renal tubule’ which was related to Y-box binding protein 1 (YBX1) and TGF-β1. The second category ‘damage to tubular cells’ was associated with YBX1. ‘Proximal tubular toxicity’, the third sub-division pointed towards YBX1 and CXCR4. TGF-β1 impaired renal tubular cell integrity leading to tubular atrophy, a hallmark of tubule-interstitial fibrosis, thereby damaging tubule-interstitium, represented the fourth category^39^. In various CKD mouse models and human PTC, CXCR4 was increased^40^ which in turn upregulated TGF-β1^41^ thereby promoting tubular injury and renal fibrosis in DKD^42^. In A459 cells, TGF-β1 increased the expression of YBX1 which regulated epithelial-mesenchymal transition (EMT)^43^, a common insult to PTC in diabetes^44^. Upregulation of rat Myb1a (YBX-1) and LCR1 (CXCR4) was also associated with the proximal toxicity in the male rat^45^.

For ‘decreased levels of albumin’, TGF-β1 was the central gene. HG elevated TGF-β1 which reduced the lysosomal activity, thereby reducing the processing of albumin by the kidney. Therefore, TGF-β1 regulated the uptake of albumin^46^. Overall, the network showed an inhibitory relationship between CXCR4 and heparan sulfate proteoglycan 2 (HSPG2) with miR-663 based on the findings from IKDB. Upregulated miR-663 inhibited CXCR4 in glioblastoma, thereby, attenuating the oncogenic properties^47^. This was complemented through an observation showing elevated miR-663 regulated chemoresistance by decreasing HSPG2 expression in breast cancer cells^48^.

Taking these cues, we hypothesize that decreased level of miR-663a might elevate the expression of CXCR4 and HSPG2 (Fig. 6) in non-proteinuric DKD. CXCR4 was upregulated in the biopsy of DKD patients and the experimental model which upon inhibition caused increased urinary albumin excretion and enhanced the proximal tubular cell death^49^. It would be noteworthy to verify this relationship between PDKD and NPDKD. Additionally, there might be a possibility that miR-663a increased expression observed in PDKD would reduce the CXCR4 expression resulting in albuminuria in PDKD, which warrants additional study. Decreased expression of heparan sulfate observed in the biopsy of type 2 overt DKD patients correlated inversely with the degree of proteinuria^50^. There could be a possibility of such phenomena occurring in PDKD. Contrarily, no proteinuria was detected in mice lacking heparan sulfate binding sites but the onset of the progression of DKD was observed^51^. Therefore, segregation of the patients into PDKD and NPDKD would aid in achieving better mechanistic approach for heterogenous Type 2 DKD.

**Figure 6:**
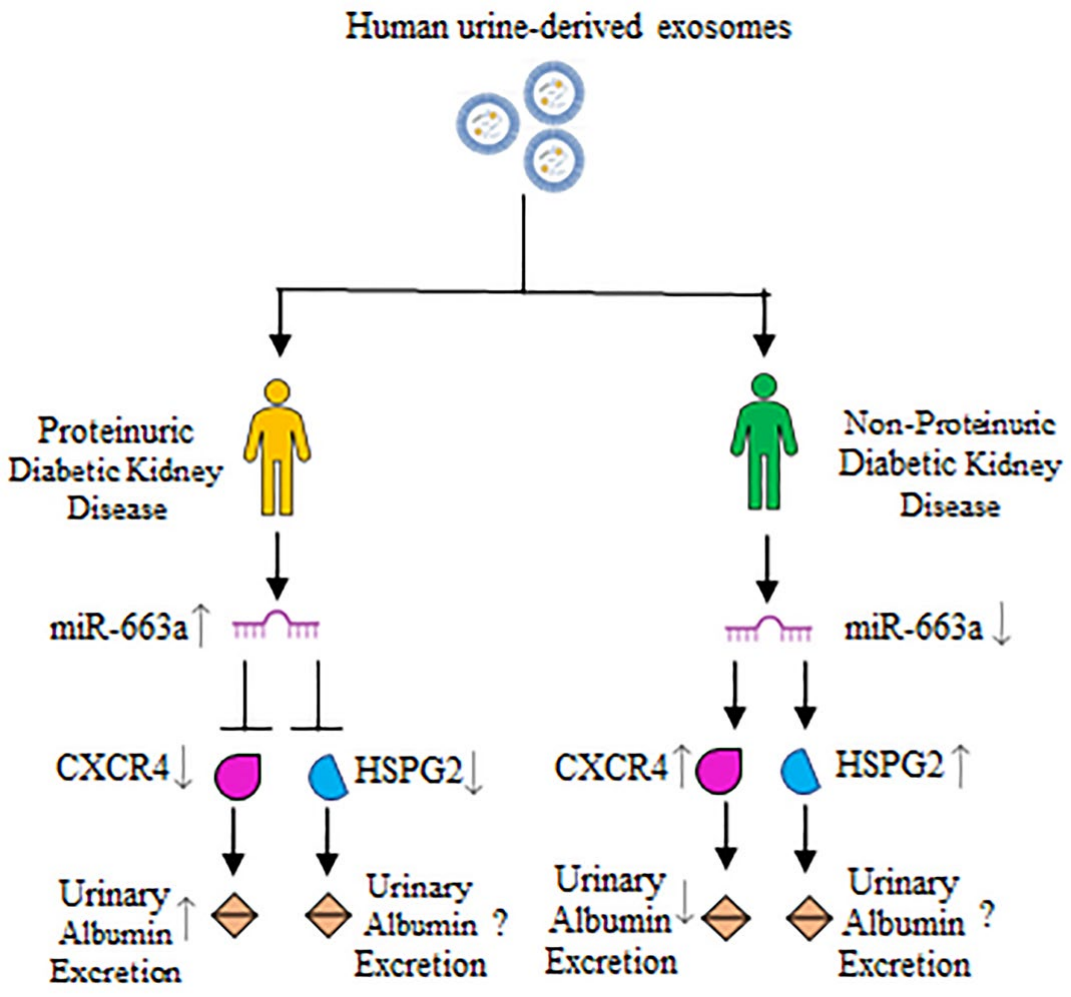
Schematic representation of the proposed hypothesis of the study. According to IPA, increased miR-663a expression reduced CXCR4 and HSPG2 expression (Fig. 6d). As a result, it is possible that elevated miR-663a expression in PDKD reduced CXCR4 expression, leading to albuminuria. Reduced HSPG2 expression was inversely associated with the severity of proteinuria. In the lack of heparan sulfate binding sites, however, there is no proteinuria, but the development of DKD is probable^51^. Reduced expression of miR-663a in NPDKD would increase CXCR4 and HSPG2 expression. As a result, albuminuria in these groups of subjects would be reduced. miR, Micro Ribonucleic Acid; CXCR4, C-X-C Motif Chemokine Receptor 4; HSPG2, Heparan Sulfate Proteoglycan 2.

Exosomes may have different miRNA profiles than their parents, which could explain the differential expression of miR-663a in cells and exosomes observed under HG. Therefore, cells may have an active exosome and cargo selection process^52^. One of the RNA binding proteins implicated in miRNA sorting in exosomes was YBX-1^53^. YBX-1 was shown to be related to miR-663a in this study as well, according to IPA analysis (Fig. 5d), implying that YBX1 might be involved in the differential expression of miR-663a observed in cells and exosomes in this experimental setup. The major limitation of this study is the small sample size. The study was exploratory in nature and no preliminary data was available in this regard. The results of this pilot exploratory study need to be validated in a larger cohort of patients with DKD.

We did not include patients with proteinuric or non-proteinuric CKD other than diabetes mellitus and hence, are not able to infer whether the same observations would be present outside a diagnosis of diabetes mellitus or not. Therefore, we cannot conclusively say that differential expression of miR-663a in proteinuric versus non-proteinuric CKD is exclusive to DKD.

Because bio-fluids contain less amount of total RNA, it is challenging to determine the quality and concentration of total RNA isolated for extracellular miRNA research. Furthermore, in a disease condition, a greater number of miRNAs can be released extracellularly than in a healthy state. To obtain accurate findings for biomarker detection studies, it is recommended to use an equivalent volume of starting material (serum, plasma, or any other biological fluid) rather than the same amount of total RNA^54,55^.

As mentioned by Nowak et al. PTC are dominant cells to be injured in non-proteinuric subjects and the fact that miR-663a expression was down-regulated significantly under HG both in vitro and in vivo in this study, might also suggest the involvement of PTC in the non-proteinuric subjects. But it cannot be denied that urine is composed of all the cells of the nephron, hence which cells from urine are predominant in NPDKD needs to be further investigated. Nevertheless, the results need to be explored further to identify the underlying mechanism between these two subsets of patients existing within DKD.

In closing, the expression of miR-663a in urine exosomes may be reflective of underlying mechanistic differences in kidney involvement in PDKD versus NPDKD. Analyses of the likely genes associated with miR-663a highlighted the significance of tubular cells in the pathophysiology of DKD. These observations need validation and further exploration in larger and diverse populations.

## Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Figure S5.

Supplementary Figure S6.

Supplementary Information.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE180411 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180411). The lead author, Nisha Sinha (), can be contacted for access to the datasets created during and/or analyzed during the current study.

How the deposited data were processed for this re-analysis (not part of the article)

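Exosomal RNA of HK-2 cells was profiled in 3 samples kept in 5 mM glucose (LE1, LE2 and LE3) and 3 kept in 30 mM glucose (HE1, HE2 and HE3) for 96 h. The authors had each miRNA measured once per sample by qPCR on a panel and deposited the raw Ct of each assay, without normalization, with the assays not detected marked as such, together with the Ct of a negative control without template. The rule by which an assay was called not detected and any calibration between plates are not named in the paper's text. A table of the authors' own signed fold changes of HG against LG, which carries no samples, was also deposited.

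The 463 miRNA assays were separated from the small nucleolar RNAs SNORD38B and SNORD49A and from the spike-in controls. dCt was the mean Ct of the 149 miRNA assays with a Ct in all 6 samples minus the Ct of the assay. The 149 miRNAs were compared between HG and LG with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment), and single values with exact permutation tests, for which 3 samples against 3 allow no p below 0.1. Ordination and clustering used the 50 miRNAs with the highest SD. The miRNAs named are those named in the paper's results, those with an adjusted p under 0.05, and those detected in all samples of one group and in no sample of the other. SNORD38B, SNORD49A, hsa-miR-1248 and hsa-miR-151a-3p were named after their values were seen.

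The limma step was tested on 50 simulated sets of 149 miRNAs with the real means and spreads, in which 30 miRNAs were changed by 1.5 on the log2 scale. It recovered 76% of the changed miRNAs at an adjusted p under 0.05, with 0.92 false calls per set. In sets with no change it made 0.06 adjusted calls and 8.3 unadjusted calls on average. In the real data only hsa-miR-664a-3p (-1.71) and hsa-miR-663b (-1.66) changed by more than 1.5 in size. The other miRNAs of Table 1 changed by 0.20 to 1.37 in size. The 76% therefore does not give the power to find changes that small or that few.

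The labels give both groups a batch of cells with each of the numbers 1, 2 and 3, so the numbers were taken to pair the samples. The correlation across miRNAs of the deviations from the group means was 0.072 for LE1 with HE1, 0.14 for LE2 with HE2 and 0.094 for LE3 with HE3; miRNAs are not independent replicates. The paper compared the groups without pairing, as was done here, and the fit with the batch as a block was one of the alternatives. Each assay had a single reaction, so no technical error could be separated, and LE2, with 209 assays detected, had the least template.

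The alternatives set before the data were examined were other normalizers, limits on Ct, other rules for assays not detected in every sample, other forms of the linear model, the block and the omission of each sample. The remaining alternatives were added after the data had been seen, all resting on the 121 assays with a Ct under 37 and at least 5 cycles before the blank in all 6 samples. This rule was found by trying 19 rules for the normalizer against the authors' deposited table of fold changes, and 2 tests per miRNA were then tried against the p-values of Table 1. Gene symbols were matched to the RefSeq annotation of GRCh38.p14 only to find miRNA genes that overlap genes of other small RNAs; 456 of the 463 assays matched a symbol, alone or as one of several copies, and the overlaps were looked for only among the 405 that matched alone. The RT-PCR and urine experiments were not analysed here.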

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

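Of the tests below, only that of the splits for the miRNAs detected in one group was chosen before its result was seen. Groups of 3 samples are too small to single out a sample.

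The panel holds 2 small nucleolar RNAs that the paper does not report on, and both were lower in HG. The log2 fold change was -1.60 for SNORD38B (limma adjusted p = 0.0869) and -2.16 for SNORD49A (limma adjusted p = 0.111) when they were tested together with the 149 miRNAs, and neither passed the correction. Both passed it with limma's trend and robust options (limma adjusted p = 0.00605 for SNORD38B and 0.0233 for SNORD49A) and under no other alternative, over which the limma adjusted p ran up to 1 for both. All 3 HG samples lay below all 3 LG samples for both. They fell along with hsa-miR-663a, hsa-miR-663b and hsa-miR-664a-3p, and the gene of the last, MIR664A, overlaps the small nucleolar RNA gene SNORA36B. For a difference in the amount of RNA, the mean Ct of each sample was put in the model. The mean dCt of the 5 assays was then lower by a difference of -1.71 (SE 0.382), against -1.7 without it. The mean Ct itself differed by only -0.243 cycles between HG and LG, within the replicate spread (two-sided exact permutation test, p = 0.9). The model could therefore move the result little, and it does not decide the question. The calibrator UniSp3 moved by -0.153 cycles between groups in its first well, without overlap of the samples (two-sided exact permutation test, p = 0.1). In its second well it moved by 0.0027 cycles. A shift of this size is small against the falls of the 5 assays, which argues against a difference between plates as their cause. It does not do so for changes as small as the shift. Under 4 other settings, no normalization among them, the median of the 5 ran from -1.90 to -1.42, against -1.66. These settings differed little from each other between HG and LG, so the choice among them does not account for the fall. A normalizer unlike them was not tried, so the choice of normalizer is not excluded in general. Background amplification is argued against for SNORD38B, SNORD49A and hsa-miR-664a-3p, which had no Ct in the blank and a median of -1.71. It is also argued against for hsa-miR-663a, where the signal of the blank was 2.36% of that of the latest sample and a smaller share of the others. For hsa-miR-663b, whose blank came 1.13 cycles after the latest sample, a background equal in both groups would only shrink a fall, but one that differed between them stays open, since the blank was run once. A change in small nucleolar RNA and its fragments as a whole stays open. The other listed miRNA found to overlap such a gene, hsa-miR-1248, was also lower by a difference of -1.84, but it had a Ct in only 2 samples of each group, so this cannot be told apart from chance. The 5 assays were put together after their values were seen, and an effect of glucose on them stays a hypothesis.

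Detection in all 3 samples of one group and in none of the other was seen for 5 miRNAs that the paper does not discuss. In LG these were hsa-miR-1539 (mean Ct 36.5), hsa-miR-195-5p (mean Ct 36.1), hsa-miR-761 (mean Ct 37.7) and hsa-miR-92b-5p (mean Ct 36.9), and in HG hsa-miR-765 (mean Ct 36.1). All had no Ct in the blank. As many or more were seen for 5 of the 10 splits of the 6 samples, the real one included, and other splits gave between 0 and 8. With 10 splits, chance cannot be told apart from an effect of glucose here, and assays this late may miss a sample at random. Among the LG samples, LE2 had the least template. It nevertheless had the earliest Ct for hsa-miR-195-5p (35.7), hsa-miR-761 (36.5) and hsa-miR-92b-5p (36.7), so their signal did not follow the amount of template. For hsa-miR-1539 the Ct of LE2 was the latest (38.3).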

How the results depend on the processing

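With the batch of cells as a replicate block, the number of miRNAs with an adjusted p under 0.05 went from 2 to 0 and the number with an unadjusted p under 0.05 from 13 to 9. Of these 9, 1 was higher and 8 were lower in HG, against 6 higher and 7 lower without the block. Only 5 of the 9 were among the 13. Of the unadjusted calls on Table 1 miRNAs, the block changed only that of hsa-miR-151a-5p, whose unadjusted call was lost.

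The 2 miRNAs with an adjusted p under 0.05 became 0 with quantile normalization, without normalization, with Ct values under 37, with detection in at least 2 samples of each group, with assays not detected set to Ct 40 and with the unmoderated model. It became 1, hsa-miR-663b, with Ct values under 35, which like the limit of 37 leaves out hsa-miR-664a-3p, and with limma's trend and robust options. Among the alternatives chosen after seeing the data, it was 0 with only the 121 assays tested, a set that leaves out both miRNAs, and 0 with the normalizer of 121 assays and an unequal-variance test. Across the 6 fits that each left out one sample it ran from 0 to 1, the 1 coming without LE3. It stayed at 2 with the median normalizer, with the normalizer of hsa-miR-23a-3p, hsa-miR-30c-5p and hsa-miR-103a-3p, with sample weights and with the normalizer of 121 assays alone.

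The 13 miRNAs with an unadjusted p under 0.05 became 0 without normalization, 8 with Ct values under 37, 7 with Ct values under 35, 7 with only the 121 assays tested and 8 with the normalizer of 121 assays and an unequal-variance test. The filters test fewer miRNAs, 132 under Ct 37 and 84 under Ct 35. Across the fits that left out one sample the count ran from 7 (without HE1) to 15 (without LE3), with 8 without HE3. The median log2 fold change over all miRNAs tested was 0.0098, moved to 0.252 without normalization and to -0.223 with the normalizer of 3 miRNAs. The 2 shifts of the median follow from the normalizers, since each of these moves every log2 fold change by the same amount. The mean Ct differed by -0.243 cycles between HG and LG. The dCt of hsa-miR-23a-3p, hsa-miR-30c-5p and hsa-miR-103a-3p rose by 0.316, 0.182 and 0.201. Without normalization the spread grew too, for example to an SE of 1.269 for hsa-miR-663a, against 0.373 with it. Apart from this and the smaller number tested, the cause of the changes in the counts was not tested.

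The log2 fold change of hsa-miR-663a kept its direction and its unadjusted call in 20 of 21 alternatives, with a range of -1.60 to -1.05 including the fits that left out one sample. The exception was the comparison without normalization, at -1.13. The unadjusted call of hsa-miR-425-5p was lost without normalization (0.978) and with the normalizer of 3 miRNAs (0.502). The signs of hsa-miR-155-5p (-0.0166) and hsa-miR-103a-3p (-0.0319) reversed with the normalizer of 3 miRNAs, of which hsa-miR-103a-3p is one. By construction, this normalizer lowers every log2 fold change by the mean of the dCt rises of its 3 miRNAs. These rises were 0.316, 0.182 and 0.201. The reversal of hsa-miR-155-5p, whose log2 fold change was 0.217, follows from this. Apart from hsa-miR-663a, of the results on single miRNAs, quality control assays, small nucleolar RNAs and the arms of miR-151a, 20 comparisons became weaker and 11 stronger, 6 of the weaker ones on leaving out a sample. No quantile-normalized value was computed for the small nucleolar RNAs, which are not miRNAs.

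The pseudo-F of 1.18 was 0.21 without normalization and 1.475 with Ct values under 35, and ran from 0.795 (without HE3) to 1.62 (without LE3) on leaving out a sample; the cause was not tested. The 5 miRNAs detected in one group only became 1 with Ct values under 35, hsa-miR-509-3p, which is not among the 5, so 0 of the 5 were found there. With Ct values under 37 the count was again 5, of which 2 were shared, hsa-miR-195-5p and hsa-miR-765. The differences in UniSp6 Ct and in the number of miRNA assays detected moved by less than the replicate spread under every alternative tried.

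As many miRNAs with an adjusted p under 0.05 as the 2 of HG against LG were found for 1 of the 10 splits of the 6 samples, the real one, and other splits gave 0. As many with an unadjusted p under 0.05 as the 13 were found for 1 of the 10 splits, the real one, and other splits gave 3 to 12. Among the 4 splits that part all pairs of batches the real one was also the only one. With 10 splits the share cannot go under 0.1, so the splits do not exclude chance. In 50 simulated sets without any change, 0 gave 2 or more miRNAs with an adjusted p under 0.05 and 2 gave 13 or more with an unadjusted p under 0.05. The simulated miRNAs varied independently of each other, which real miRNAs in one sample need not do. The tests by splits were chosen after the counts had been seen.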

Differences from the paper's values

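A gap is called closed where a dCt or log2 fold change lies within the replicate SD of the paper's value, or a p-value or count within 1.5 times of it.

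Table 1 gives average dCt values that lie lower than those computed here with the 149 assays detected in all samples. For hsa-miR-425-5p the paper's values lie 0.89 cycles below 0 in HG and 1.6 below 0 in LG, against 0.432 and 1.17 below 0 here. For hsa-miR-151a-5p they are 0.39 and 0.81, against 0.845 and 1.29 here. For hsa-miR-664a-3p they lie 5.8 and 4.1 cycles below 0, against 5.34 and 3.63 below 0 here. For hsa-miR-663b the paper's value lies 0.42 cycles below 0 in HG and is 1.2 in LG, against a dCt of 0.0385 (-0.0385 when counted as cycles below 0) in HG and 1.70 in LG here. For hsa-miR-155-5p they are 2.7 and 2.4, against 3.11 and 2.89 here. For hsa-miR-103a-3p they are 3.0 and 2.8, against 3.47 and 3.27 here. For hsa-miR-28-3p they lie 0.15 and 0.66 cycles below 0, against a dCt of 0.306 (-0.306 when counted as cycles below 0) in HG and 0.184 below 0 in LG here. Among the alternatives set before the data were examined, using only Ct values under 37 closed the gap for both groups of hsa-miR-425-5p and hsa-miR-28-3p and for LG of hsa-miR-151a-5p and hsa-miR-663b, leaving out LE1 closed it for LG of hsa-miR-664a-3p and hsa-miR-663b, and no other did. The normalizer of the 121 assays with a Ct under 37 and at least 5 cycles before the blank, chosen after seeing the values, closed it for all of them.

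The paper's fold change of 1.2 for hsa-miR-103a-3p stands against 1.15 here, a difference larger than the small replicate SD on the log2 scale but about the size of the rounding of the paper's value, for which the authors' deposited table gives 1.17. By the SD, the alternatives with Ct values under 37 (1.18) and under 35 (1.20) closed the gap and the other alternatives set before the data were examined did not. The fits without LE1 (1.16), without LE3 (1.157) and without HE2 (1.166) also come to the paper's value when rounded as the paper does.

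The paper's p-value for hsa-miR-663a is 0.040, against 0.00889 unadjusted by limma here; the unmoderated model (0.0323) and the fit without HE3 (0.0315) closed the gap. For hsa-miR-151a-5p it is 0.0066, against 0.0455 here, and the normalizer of hsa-miR-23a-3p, hsa-miR-30c-5p and hsa-miR-103a-3p (0.00682) closed the gap. For hsa-miR-664a-3p it is 0.010, against 0.000409 here, and for hsa-miR-663b it is 0.017, against 0.000488 here. For hsa-miR-155-5p it is 0.032, against 0.258 here, and for hsa-miR-103a-3p it is 0.034, against 0.284 here. None of the alternatives set before the data were examined closed the gap for these last 4. The unmoderated model, also set before, put hsa-miR-155-5p (0.0119), hsa-miR-103a-3p (0.00268) and hsa-miR-28-3p (0.039) under an unadjusted 0.05, and hsa-miR-28-3p also passed with quantile normalization (0.0382), Ct values under 37 (0.0486) or under 35 (0.0203), sample weights (0.0341) and, chosen after seeing the data, with only the 121 assays tested (0.0488). The normalizer of 121 assays with an unequal-variance test, chosen after seeing the values, gave 8 of the 8 p-values of Table 1 to the digits printed there.

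The paper's text and Table 1 give 8 miRNAs at an unadjusted p under 0.05, against 13 here. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with Ct values under 37 (8) or under 35 (7), detection in at least 2 samples of each group (11), the unmoderated model (11), sample weights (12), the replicate block (9) and each fit that left out a sample except the one without LE3, and it did not with the median normalizer, quantile normalization, no normalization, the normalizer of 3 miRNAs, assays not detected set to Ct 40 or the trend and robust options. These counts do not say that the same miRNAs were called. Of the 8 in Table 1, 4 were called with Ct values under 37, 3 under 35, 4 with detection in at least 2 samples of each group, 8 with the unmoderated model, 6 with sample weights and 4 with the replicate block and with each fit that left out a sample. The 3 settings chosen after seeing the values gave 12, 7 and 8 miRNAs, of which 4, 3 and 8 are in Table 1. The legend of Fig. 2c describes its highlighted spots, 8 of which are named, as passing a Benjamini-Hochberg correction, against 2 miRNAs here. No alternative, set before or after, gave more than 2; with the normalizer of 121 assays and the unequal-variance test, chosen after seeing the values, 0 passed and the smallest adjusted p was 0.493.

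The paper describes the groups as distinct in the principal component analysis. Here they did not overlap on the second component, and the pseudo-F of 1.18 was reached or passed by 3 of the 10 splits of the samples, the real one included, and by 1 of the 4 that part every pair of batches, the real one.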

Other observations

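Of the tests below, those of hsa-miR-663b and hsa-miR-664a-3p were chosen before their results were seen, and the others after.

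The fold changes in the authors' deposited table differ from those with the normalizer of 149 assays. A candidate explanation is a normalizer restricted to assays with a Ct under 37 and at least 5 cycles before the blank. It was found by a search over 19 rules, of which only this one recovered all 316 fold changes, with a largest deviation of 6.6e-10 on the log2 scale, against 0.12 for all 149 assays. The rows of the 149 miRNAs in that table stand in the order of the p-values of an unequal-variance test with this normalizer, the second of 2 tests tried. Of the 149 assays, 28 miss the rule, including those of hsa-miR-663b and hsa-miR-664a-3p, the only 2 miRNAs with an adjusted p under 0.05 by limma.

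The large falls of hsa-miR-663b and hsa-miR-664a-3p might come from background or from late Ct values. Subtracting the blank from hsa-miR-663b on the linear scale gave a log2 fold change of -1.90, but subtracting the same blank from both groups can only enlarge a fall, so this decides nothing, and background cannot be told apart from a change in the miRNA with a blank that was run once. For hsa-miR-664a-3p, the largest change among the 13 other assays with a mean Ct of 35 or more was 0.964 in size, below that of hsa-miR-664a-3p. This is a single assay picked for its size, so scatter at high Ct cannot be told apart from a change in the miRNA.

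The 2 arms of miR-151a went opposite ways, the 3p arm higher in HG with a log2 fold change of 0.77 and the 5p arm lower. The difference between the arms within a sample, which a normalizer subtracted from each sample leaves unchanged, differed by 1.22 between HG and LG with no overlap of samples, and by 1.13 with quantile normalization, which does change it. This argues against the normalizer as the cause. Among the 14 miRNAs with both arms tested, its limma adjusted p was 0.147, so that the largest of several pairs by chance cannot be told apart from a change of arm use.

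LE2 had fewer miRNA assays detected than the other samples. Less RNA is a candidate explanation, but the test depended on the limit. With the limits of the other samples lowered by their difference in mean Ct from LE2, they detected 144 to 152 assays against 161 in LE2 at a limit of Ct 37, and 252 to 263 against 209 in LE2 at a limit of Ct 40. The limit of Ct 40 was tried first. The 2 limits go opposite ways for a single sample, so whether less RNA is the whole cause cannot be told apart. No biological explanation was tested for LE2.

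Of the 316 fold changes in the authors' deposited table, 84 rest on a single sample in at least one group. The 10 largest are all among them.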
